A study of Sus scrofa with 16 samples. Its data were reported in "Integrated analysis of lncRNA, miRNA and mRNA reveals novel insights into the fertility regulation of large white sows" (2020).

How the data were processed

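Ovarian tissue of 16 unrelated sows was measured by RNA sequencing, with 4 sows in each of the groups LH, LL, FH and FL. Groups and replicate numbers follow the sample titles. Per the study's methods, ribosomal RNA was removed, strand-specific libraries were read as pairs on an Illumina instrument, adapters and poor reads were discarded, reads were mapped to the pig assembly of Ensembl release 86 (Sscrofa10.2), and expression was computed per transcript with RSEM. The strand setting given to that program was not stated in the sources used here. The authors deposited 1 table of FPKM values, rounded to 2 decimals, with the length of each transcript. FPKM is scaled within each library by the fragments counted in that library, so that a few abundant transcripts lower the values of all others. The small RNA libraries and long non-coding transcripts were not analysed here.

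The depth was estimated from the FPKM values as deposited. For transcripts longer than 1500 nt, a fragment-length term and the value of 1 fragment were sought for which FPKM times effective length fell on whole numbers, using values of up to 10 fragments. On 3 simulated libraries the number of fragments was recovered with an error of at most 0.242%. The estimates cover counting error only, since copies made by PCR are not independent molecules. The main tests used FPKM, not these fragments.

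Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a linear model, moderated variances with a mean trend, two-sided p and Benjamini-Hochberg adjustment over all transcripts tested. Transcripts with an FPKM of 0.5 or more in at least 4 libraries of the fit were kept. LH vs LL and FH vs FL were each fitted on their own 8 libraries, as the study compared them. FH vs LH, FL vs LL and the interaction were fitted on all 16 libraries. The study's threshold was an unadjusted p under 0.05 with an absolute log2 fold change of 1 or more. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low transcripts, and no fold is given against a group listed at 0. A positive fold change means higher in the group named first. Library measures were compared with exact two-sided permutation tests in scipy 1.17.1, and the other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

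The fit was tested on simulated data. Fragments were drawn for the real transcripts at the real depths, with 200 transcripts changed 4-fold or 8-fold. With a spread between animals of 0.3 (SD of the natural log), 76.0% of the 192 changed transcripts tested passed the study's threshold in the LH vs LL design, together with 250 unchanged ones among 7212 transcripts tested, and 33.3% had an adjusted p under 0.05. Of the 83 adjusted calls, 22.9% were false, and all 19 false calls were transcripts at 0 in every library of one group. In the FH vs FL design 28.3% of 53 adjusted calls were false. At a depth 100 times higher 99.5% of the changed transcripts were recovered in the LH vs LL design, 9.96% of the adjusted calls were still false, and none of these had a group at 0. With a spread of 0.6, 7.57% of 185 changed transcripts tested had an adjusted p under 0.05 in the LH vs LL design, and none in the FH vs FL design, where the only adjusted call was false. In these 2 designs the adjusted p of a transcript listed at 0 in a whole group is therefore less strict than its value states. With the same filter and depths, the simulations tested 7212 (spread 0.3) and 6917 (spread 0.6) transcripts for LH vs LL, against 5015 in the real data. For FH vs FL they tested 10520 and 10020, against 8296. The real values were thus sparser than the simulated ones, and the recovered shares may be too high. The fit of all 16 libraries was not simulated.

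The table gives Ensembl transcript IDs without gene names. The study's list of differential transcripts pairs 895 of them with Ensembl gene IDs, and 573 of these have a symbol in the gene name table used here. No other transcript was named. This pairing was used for names only. No positions are given, since no annotation of the assembly behind the table was used here.

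Before the data were examined, the tests of the comparisons, their alternatives and the rule for naming transcripts were fixed. The tests of explanations given after the report were written later, some of them after the result was seen. For each fecundity comparison the rule took the 5 transcripts per direction with the smallest p that passed the study's threshold, had no overlap between the groups and had a group mean of at least 1 FPKM. For the phases it took up to 3 per direction with an adjusted p under 0.05 and the same direction in both comparisons, for the interaction the 2 per direction with the smallest p, and in addition the genes of the study's network and of the luteal and follicular lists, each by its transcript with the highest mean. Values for some genes of the network list are not reported here. Tests of housekeeping genes and of neighbouring loci, and an alternative without LH4, FL2 and FL4, were considered after the data were seen and dropped before they were run, because too few transcripts could be linked or because the libraries would have been chosen by their values. The alternatives were a pseudocount of 0.1, no filter, a stricter filter of 1 FPKM, quantile normalization, median-ratio size factors, no variance trend, library weights, the replicate number as a block, other libraries in the fit, leaving out each library in turn, and detection at 0.1 or 1 FPKM. One alternative, limma voom on fragments recovered from the FPKM steps for transcripts of at least 500 nt, was chosen after seeing the data.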

Results

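A total of 16 ovarian RNA libraries from Large White sows were examined, 4 in each of 4 groups. LH and LL were sows with high and low fecundity sampled on day 14 of the estrous cycle, in the luteal phase, when the corpora lutea that form after ovulation are present. FH and FL were sows with high and low fecundity sampled on day 20, in the follicular phase, when the next follicles grow. Each library gave one value per transcript for 27370 annotated transcripts, as FPKM, fragments scaled by transcript length and by the fragments counted in the library. Of these transcripts, 8103 were listed at 0 in all 16 libraries. Whether reads were counted on the strand of the transcript was not settled (see the last paragraph). Values under a gene name are therefore given only as listed.

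The depth behind the values was read from the values themselves. After multiplication by transcript length minus a fragment-length term, the low FPKM values of each library fell on whole multiples of 1 step, which is the value of 1 fragment. Between 92.7% and 94.6% of the low values examined in a library lay within 0.05 of a whole number. The step corresponded to 166000 fragments in the library with the fewest (FH3) and 305000 in the library with the most (FL1), or 3585000 fragments over the 16 libraries. On a transcript of 2000 nt, 1 fragment was worth between 1.85 and 3.47 FPKM depending on the library, and 3 fragments between 5.56 and 10.4 FPKM. Differences between transcripts listed below such values were therefore not resolved at this depth.

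**Figure D1:**
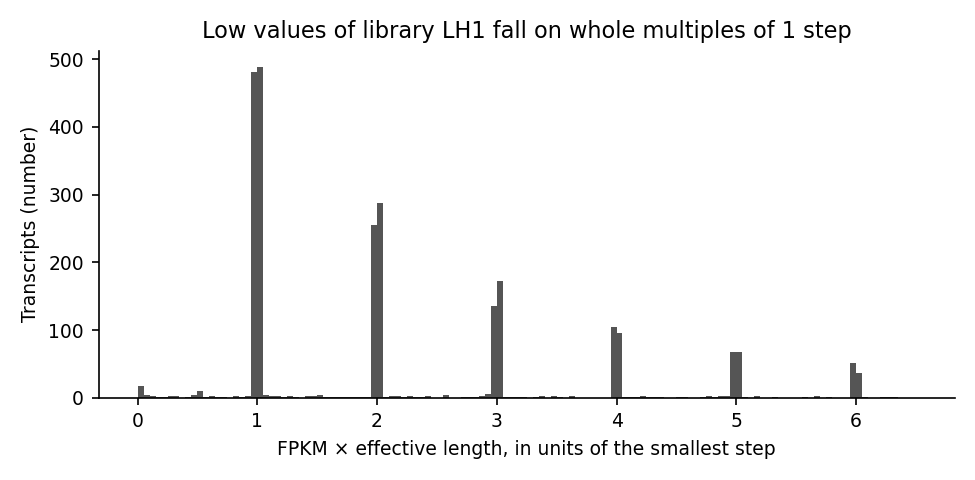
The horizontal axis is FPKM times effective length for transcripts longer than 1500 nt in library LH1, in units of the smallest step, and the vertical axis is the number of transcripts per bin of 0.05. The bars gather at 1, 2, 3, 4, 5 and 6 steps, so that each step stands for 1 fragment.

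Depth ran from 178000 to 298000 fragments in LH, from 190000 to 205000 in LL, from 166000 to 291000 in FH and from 217000 to 305000 in FL. The FL libraries were all deeper than the LL libraries (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 can give; adjusted p = 0.114 over the 12 library comparisons made). The other 3 pairs of groups overlapped in depth, with exact permutation p between 0.171 and 0.686.

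Transcripts with an FPKM of 0.5 or more numbered 6708 ± 1625 (SD, n = 4) in LH, 5103 ± 695 in LL, 8280 ± 975 in FH and 8471 ± 1188 in FL. The spread within LH was the widest of the 4 groups, from 4622 in LH1 to 8132 in LH2. All 4 FL libraries held more detected transcripts than every LL library (exact permutation p = 0.0286; adjusted p = 0.114). The differences between LH and LL (exact permutation p = 0.171) and between FH and FL (p = 0.886, same exact test) were not resolved. Neither was that between FH and LH (p = 0.143, same exact test). Still, 3 LH libraries lay above every LL library and 3 FH libraries above every LH library, while 0 FH libraries lay above every FL library. The 10 transcripts with the most fragments took 31.6% ± 2.70 of all fragments in LL (SD, n = 4), 26.8% ± 1.71 in LH, 23.5% ± 2.58 in FH and 23.5% ± 1.31 in FL. Among them the mitochondrial transcript ND6 (ENSSSCT00000019687) alone took from 1.04% in LH2 to 10.5% in LL1.

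**Figure D2:**
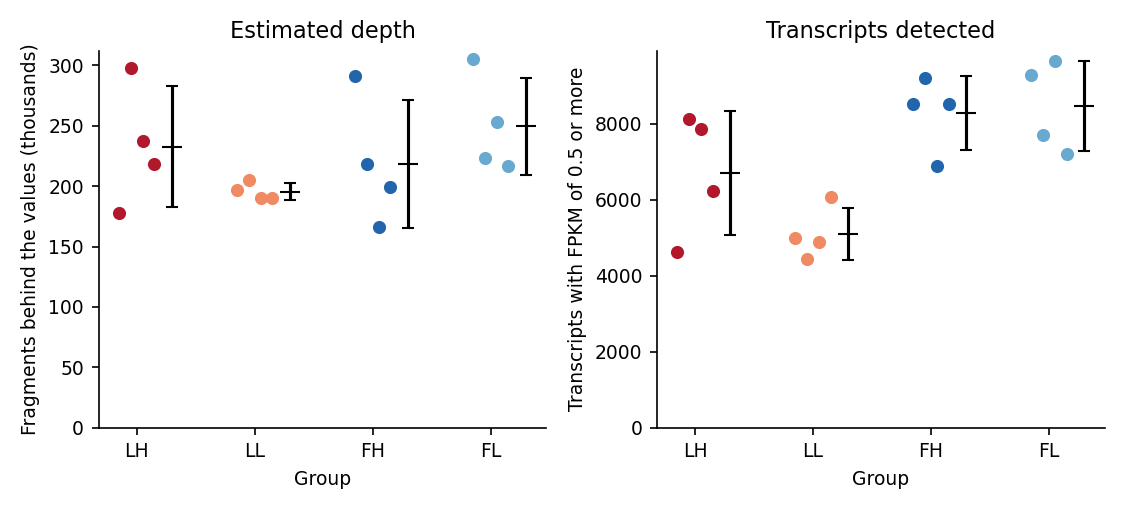
Left, the estimated number of fragments behind the values of each library, by group. Right, the number of transcripts with an FPKM of 0.5 or more. Points are the 4 libraries of a group, with the mean and SD beside them in black. The LL libraries lie below the FL libraries in both panels.

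Across the 11027 transcripts with an FPKM of 0.5 or more in at least 4 libraries, Pearson's r of log2(FPKM + 1) between libraries had a median of 0.64 within groups (range 0.59 to 0.77) and of 0.63 between groups (range 0.58 to 0.75). Within LL the median was 0.730 (range 0.694 to 0.766), while LL libraries correlated with FH and FL libraries at 0.579 to 0.695. In the other groups the median within the group was 0.629 in LH, against 0.672 between LH and LL, 0.629 in FH and 0.635 in FL, against 0.633 between FH and FL. These correlations are across transcripts, which are not independent replicates. No pair of libraries held the same values.

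The comparison of LH with LL asks which ovarian transcripts go with fecundity in the luteal phase. Of 5015 transcripts tested, 1 had an adjusted p under 0.05, and 7.96% had an unadjusted p under 0.05 where chance gives 5%. At the threshold the study used, an unadjusted p under 0.05 and an absolute log2 fold change of 1 or more, 387 transcripts passed, 271 higher and 116 lower in LH. The alternative that moved this count most, a fit of all 4 groups together, gave 651. The median log2 fold change over all transcripts tested was 0.26, so that single changes are also given relative to it, and 373 transcripts passed the same threshold relative to that median. The share of passing transcripts that were higher in LH was 70.0% on the deposited scale, 63.5% after median-ratio scaling and 51.0% after quantile normalization. Of the 387 transcripts, 61 were listed at 0 in every library of one group, and 270 rested on a mean of fewer than 10 fragments per library in the group with the higher mean. The 2 groups did not overlap for 262 of the 5015 transcripts, or 5.22%, where chance gives 2.86%. Single libraries decided part of the count of 387, since 553 transcripts passed without LH1 and 303 without LH2.

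The transcript with an adjusted p under 0.05 was TMSB4X (ENSSSCT00000013257; adjusted p = 0.0365), which was listed at 0 in all 4 LH libraries and at 82.5, 70.9, 14.9 and 141 FPKM in LL1, LL2, LL3 and LL4. These values rest on 21 fragments over the 4 LL libraries. The adjusted p lay above 0.05 with a pseudocount of 0.1, with the replicate number as a block and in the fit of all 4 groups. Without any one LL library the transcript had too few values to be tested. ENTPD1 (ENSSSCT00000036684) rested on far more fragments, 603 in LH and 3634 in LL. It was listed at 162 ± 202 FPKM in LH (SD, n = 4) and at 987 ± 493 in LL, a log2 fold change of -3.19 (SE 0.68) or -3.45 relative to the median, with every LH library below every LL library. Its adjusted p was 0.192. It was 0.0110 without LH1 and 0.00206 with limma voom on recovered fragments, and lay above 0.05 under every other alternative. LH1 stood at 463 FPKM, beside LL1 at 475, and the other 3 LH libraries between 38.9 and 101. COQ10A (ENSSSCT00000030426) was listed at 0 in LH1, LH2 and LH3 and at 7.86 FPKM in LH4, and at 56.5, 20.0, 64.2 and 69.6 FPKM in LL1 to LL4 (adjusted p = 0.177; 0.0396 without LH4, 0.0487 without the variance trend and 0.00206 with limma voom). RUNX2 (ENSSSCT00000001910) was listed at 0 in 3 LH libraries and at 14.6 FPKM in LH2, against 30.1 to 110 FPKM in LL (adjusted p = 0.177, and 0.0176 without LH2). The 5 transcripts that led among those higher in LH had no paired gene symbol and adjusted p between 0.177 and 0.192. ENSSSCT00000033577 was listed at 124 ± 50.9 FPKM in LH (SD, n = 4) and at 0 in 3 LL libraries, with 47.2 FPKM in LL2 (adjusted p = 0.00133 without LL2). ENSSSCT00000016469 was listed at 82.8 ± 25.3 FPKM in LH (SD, n = 4) and at 0 in 3 LL libraries, with 39.2 FPKM in LL3 (adjusted p = 0.00374 without LL3). The other 3, of which 2 held the same values in every library, were listed at 0 in all LL libraries and rested on 4 to 6 fragments over the 4 LH libraries.

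The comparison of FH with FL puts the same question to the follicular phase. None of the 8296 transcripts tested had an adjusted p under 0.05 (smallest 0.0668), and 396 had an unadjusted p under 0.05, fewer than the 415 expected by chance. At the study's threshold 366 transcripts passed, 161 higher and 205 lower in FH. The fit of all 4 groups moved this count most, to 651. The median log2 fold change was -0.03. The share of passing transcripts higher in FH was 44.0% on the deposited scale and 51.3% after quantile normalization. Of the 366, 43 were listed at 0 in every library of one group and 294 rested on a mean of fewer than 10 fragments per library in the higher group. The groups did not overlap for 212 transcripts, 2.56% of those tested against 2.86% by chance.

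Among the transcripts that led in FH, HOXA9 (ENSSSCT00000029161) was listed at 0 in all FL libraries and at 23.7, 7.73, 10.8 and 25.8 FPKM in FH1 to FH4 (adjusted p = 0.226). FTL (ENSSSCT00000003500) was listed at 0 in all FL libraries and at 4.93, 32.2, 17.8 and 14.3 FPKM in FH1 to FH4 (adjusted p = 0.284). FTL encodes a subunit of ferritin, a protein that cells use throughout the body, and a value of 0 is given here only as listed. The other 3 had no paired gene symbol, were listed at 0 in all FL libraries and had adjusted p near 0.212. Among those lower in FH, CLDN17 (ENSSSCT00000013163) was listed at 0 in all FH libraries and at 29.2, 29.8 and 25.8 FPKM in FL1 to FL3, and lower in FL4 (adjusted p = 0.147). The other 4 had no paired symbol and adjusted p between 0.0668 and 0.188. Without the variance trend the adjusted p was 0.0311 for HOXA9, 0.0393 for FTL and 0.0202 for CLDN17. With limma voom it lay between 1.22e-10 and 0.0432 for the 4 transcripts without a symbol that were lower in FH. ENSSSCT00000019425 was listed at 54.4 ± 32.4 FPKM in FL (SD, n = 4) and at 0 in 3 FH libraries, with 6.27 FPKM in FH2. ENSSSCT00000005535 was listed at 26.2 ± 7.16 FPKM in FL (SD, n = 4) and at 0, 0.13, 2.71 and 0 FPKM in FH1 to FH4.

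**Figure D3:**
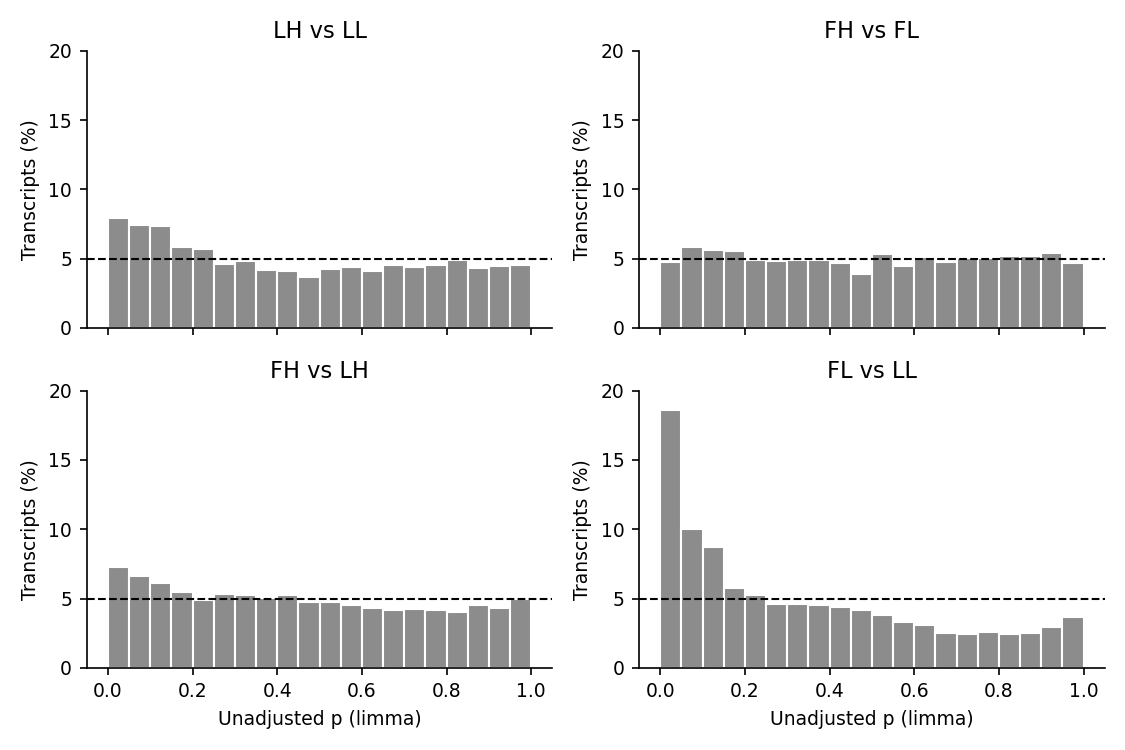
Each panel shows the share of tested transcripts, in percent, by unadjusted limma p in bins of 0.05 for one comparison; the dashed line at 5% is what chance gives per bin. The first bin holds 7.96% of transcripts for LH vs LL, 4.77% for FH vs FL, 7.30% for FH vs LH and 18.6% for FL vs LL.

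Between the 2 fecundity comparisons, 21 transcripts passed the study's threshold in both, where 14.2 would be expected for independent lists among the 4567 transcripts tested in both. The direction was the same for 10 of the 21. Tested directly, 1 of 11027 transcripts had an interaction of fecundity with phase at an adjusted p under 0.05, and 784 had an unadjusted p under 0.05 against 551 expected by chance. That transcript, ENSSSCT00000036437 (adjusted p = 0.0175), has no paired symbol. It was listed at 0 in all LL and all FH libraries, at 37.5, 61.8, 0 and 112 FPKM in LH1 to LH4, and at 46.5, 26.4, 21.4 and 102 FPKM in FL1 to FL4. Dropping any one of LH2, LH4, FH1, FH3, FL1 or FL4, or the filter, raised its adjusted p above 0.05. Among transcripts with a more positive difference between high and low fecundity in the follicular than in the luteal phase, FTL and ENTPD1 had the smallest p (adjusted p = 0.0760 and 0.179).

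The comparisons of FH with LH and of FL with LL ask how the ovary differs between phases at each level of fecundity. In high-fecundity sows, 2 of 11027 transcripts had an adjusted p under 0.05, both higher in FH, and 805 had an unadjusted p under 0.05 against 551 expected. In low-fecundity sows, 155 transcripts had an adjusted p under 0.05, 113 higher and 42 lower in FL, and 2049 had an unadjusted p under 0.05. The alternative that moved the count of 155 most gave 688 transcripts, from limma voom on recovered fragments, an alternative chosen after seeing the data. The median log2 fold change was 0.35 for FH vs LH and 0.76 for FL vs LL. The direction of the calls in FL vs LL depended on the scaling. After median-ratio scaling 61 of 132 calls were higher in FL, and after quantile normalization 47 of 98 were. Of the 113 transcripts higher in FL, 43 were listed at 0 in all LL libraries. The 42 transcripts lower in FL rested on a median of 41.2 fragments per library in LL, against 10.5 per FL library for those higher in FL.

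Only ENSSSCT00000007316, with no paired symbol, had an adjusted p under 0.05 in both phase comparisons (5.74e-05 in FH vs LH and 2.93e-04 in FL vs LL). It was listed at 0 in all 8 luteal libraries, and at 28.4, 81.1, 50.7 and 119 FPKM in FH1 to FH4 and 35.8, 24.4, 77.9 and 41.8 FPKM in FL1 to FL4. The other transcript in FH vs LH was SSTR3 (ENSSSCT00000028867; adjusted p = 0.0208), named after its values were seen. It was listed at 6.69, 8.81, 5.99 and 4.86 FPKM in FH1 to FH4 and at 0 in the other 12 libraries. These values rest on 6 fragments, and the adjusted p lay above 0.05 with no filter, quantile normalization, the replicate number as a block, limma voom and only the 2 groups in the fit. It also lay above 0.05 in 7 of the 12 fits that left out one LH, LL or FL library. Without any one FH library the transcript was not tested. GSS (ENSSSCT00000007972), which was also named after its values were seen, was the transcript lower in FL than in LL with the smallest p. It was listed at 1286 ± 227 FPKM in LL (SD, n = 4) and at 98.0 ± 17.3 in FL, a log2 fold change of -3.70 (SE 0.47) or -4.46 relative to the median (adjusted p = 5.51e-04), with every FL library below every LL library. In LH the same transcript was listed at 743, 90.9, 746 and 331 FPKM in LH1 to LH4, and in FH at 127 ± 14.7 (SD, n = 4).

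**Figure D4:**
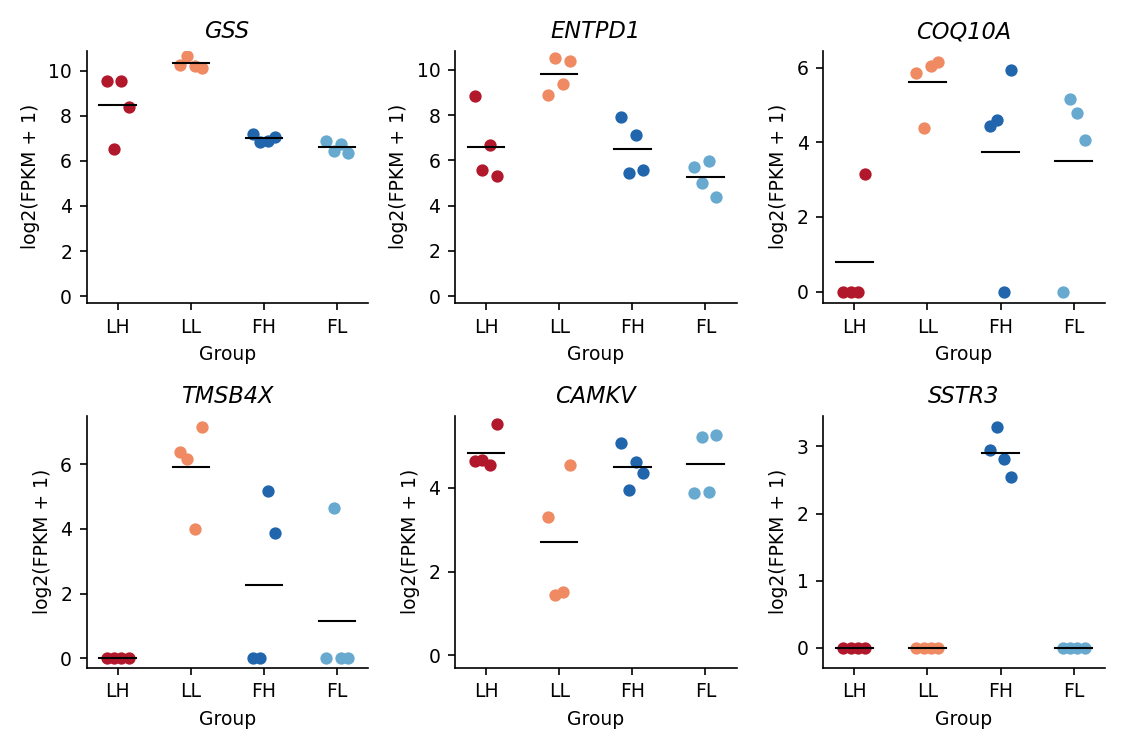
Points are the log2(FPKM + 1) values of the 4 libraries in each group for 6 transcripts, and black lines are group means. GSS and ENTPD1 are highest in LL, TMSB4X is at 0 in all LH libraries and COQ10A in 3 of them, and SSTR3 is above 0 in FH alone.

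The study's text named 10 genes in an RNA network for the luteal comparison and 4 for the follicular one. The study chose them on these samples, so that the counts adjusted over the list alone are not independent evidence. Of the 10 luteal genes, 5 had enough values to be tested. NUMBL, CAMKV, PRR14 and TSHZ2 were higher in LH and LOXL4 was lower. None had an adjusted p under 0.05, either adjusted over the list alone (smallest 0.0524) or over all transcripts tested (smallest 0.435). NUMBL and CAMKV passed the study's threshold. CAMKV (ENSSSCT00000024380) was listed at 28.9 ± 10.7 FPKM in LH and at 8.71 ± 9.70 in LL (SD, n = 4 each), a log2 fold change of 2.14 (SE 0.76) or 1.88 relative to the median. NUMBL (ENSSSCT00000025554) was listed at 2.17, 13.9, 11.3 and 1.74 FPKM in LH1 to LH4 and at 0 in 3 LL libraries, with 2.03 FPKM in LL4, on 20 fragments in LH and 1 in LL. GRIK4, TGFBR1 and TMEM8B had too few values to be tested. They were listed at 0 in all LL libraries and in at least 1 LH library, and rested on 11 to 15 fragments in LH. Of the 4 follicular genes, GRIN2D, FZD5 and IGF2BP2 were tested and higher in FH. None passed the study's threshold or an adjustment over the list alone (smallest 0.0739) or over all transcripts (smallest 0.914). FZD5 lay close to the study's threshold (unadjusted p = 0.0501), with every FH library above every FL library. It passed with no filter, the stricter filter, median-ratio scaling, no variance trend, limma voom, all 4 groups in one fit, and without FL1 or FL2. GRIN2D passed with quantile normalization, no variance trend, limma voom, all 4 groups in one fit, and without FH1. IGF2BP2 passed with library weights, limma voom and without FH2. PAQR7 was listed at 12.3 and 15.6 FPKM in FH1 and FH3 and at 0 in the other 6 follicular libraries.

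The transcripts that the study listed as differential were followed in the same fits; they were chosen on these libraries, so that this is no independent evidence either. Of 457 listed transcripts for LH vs LL, 322 had enough values to be tested and 212 passed the study's threshold, or 65.8% of those tested, against 3.73% of the transcripts not listed. For FH vs FL, 327 of 475 were tested and 197 passed, or 60.2%, against 2.12% of those not listed. One group was listed at 0 in all 4 libraries for 168 of the 457 and 177 of the 475 transcripts.

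Of 18 luteal and follicular genes fixed before the data were examined as a test of the phase labels, 1 (SCARB1) could be linked to a transcript. The planned check over these lists is therefore void. For SCARB1 (ENSSSCT00000010699) no difference was resolved between FH and LH (adjusted p = 0.913) or between FL and LL (adjusted p = 0.332).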

Values the study reported

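The study reported 1,509,728,794 raw reads from the 16 ovary samples, of which 1,500,044,340 were kept as clean reads, and between 81.49 and 84.48% of them aligned to the genome. It identified 27,370 mRNAs. It counted 457 differentially expressed mRNA transcripts for LH vs. LL, 161 listed as up-regulated and 296 as down-regulated. For FH vs. FL it counted 475, with 253 up and 222 down. The group that up refers to is given under Other observations.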

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

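The splits of the libraries were set as a test before their counts were seen; no test below was chosen only after the result was seen. In all, 84 groups of 4 libraries were examined for a library far from the other 3, and 18 held one where chance gives 4.2. The value given is the gap from the far library to the nearest other, divided by the range of the group on the log2(FPKM + 1) scale for transcripts. It is 1.0 when the other 3 are equal.

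In 10 of the 18 groups the other 3 libraries were all listed at 0, so that the value was 1.0 by construction. These were ENSSSCT00000033577 and ENSSSCT00000016469 in LL, COQ10A and RUNX2 in LH, ENSSSCT00000019425 in FH, NUMBL and PRR14 in LL, IGF2BP2 in FL, and SCARB1 in FH and in FL. The far library held between 1 and 3 fragments in each of these groups, so that the excess over 4.2 reflects shallow counting as much as odd libraries. No biological explanation was tested.

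In the other groups the far library differed. ENSSSCT00000016469 was lowest in LH1 among LH (0.916), COQ10A lowest in LL2 among LL (0.831), and CLDN17 lowest in FL4 among FL (0.861). ENSSSCT00000005535 was highest in FH3 among FH (0.907), and CAMKV highest in LH4 among LH (0.865). ENSSSCT00000006117 was lowest in LH1 among LH (0.879) and lowest in FL2 among FL (0.857). The share of the 10 most abundant transcripts was lowest in LL4 among LL (0.868), at 27.6% against 32.6% to 33.4% in the other 3. No single library was far in all of these, and no explanation was tested.

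ENSSSCT00000036437 differed between the phases in its fecundity difference by a test of the difference itself (adjusted p = 0.0175). With the libraries regrouped, 18 of 100 splits, the real one included, gave at least as many transcripts with such an interaction, so that a count of 1 is what the grouping by chance could give. The transcript was listed at 0 in all LL and all FH libraries. An effect of fecundity that depends on the phase stays open and was not tested in other animals.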

How the results depend on the processing

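The alternative with voom on recovered fragments was chosen after seeing the data; all others were planned. Of 742 values for 40 named results, 693 kept their direction and their side of the threshold, 19 were weaker, 30 were stronger and 0 reversed. The leading transcripts of the fecundity comparisons were chosen with no overlap between the groups. Leaving out a library could therefore not reverse them, and the lack of reversals there is no evidence of stability. The threshold here is the study's, on unadjusted p, for LH vs LL and FH vs FL, and an adjusted p of 0.05 for the others. Judged on adjusted p, 30 of 439 values of the 28 named results of the fecundity comparisons changed sides, 27 to under 0.05 and 3, all of TMSB4X, to above. The counts of transcripts with an adjusted p under 0.05 were far less stable, and the cause was not tested unless stated.

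For LH vs LL the count of 1 became 0 with a pseudocount of 0.1 and with all 4 groups in one fit, 18 with eBayes without trend and 25 with voom on recovered fragments. The count of 387 at the study's threshold became 651 with all 4 groups in one fit, which tests more transcripts. The network genes with an adjusted p under 0.05 over the list alone went from 0 to 2 with a pseudocount of 0.1, the stricter filter, eBayes without trend, arrayWeights and voom, and to 1 with all 4 groups in one fit. For FH vs FL the count of 0 became 18 with eBayes without trend, 38 with voom and 2 with all 4 groups in one fit, and the count of 366 became 651 with all 4 groups. The network genes went from 0 to 2 with eBayes without trend and 3 with voom.

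For FH vs LH the count of 2 became 1 with no filter, quantile normalization and only the 2 groups in the fit, and 19 with voom. For FL vs LL the count of 155 became 58 with no filter, 98 with quantile normalization, 94 with eBayes without trend, 377 with arrayWeights, 688 with voom and 602 with only the 2 groups in the fit. The interaction count of 1 became 3 with a pseudocount of 0.1, 0 with no filter, 2 with eBayes without trend and 14 with voom. The share of calls higher in the first group at the study's threshold went from 89.0% to 58.4% for FL vs LL and from 84.5% to 64.3% for FH vs LH with quantile normalization.

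Across the fits that each left out one library, the adjusted count ranged from 0 to 3 for LH vs LL (3 without LH1), 0 to 5 for FH vs FL (5 without FH2), 1 to 7 for FH vs LH (7 without LH2), 45 to 311 for FL vs LL (45 without LL2, 311 without LH2) and 0 to 10 for the interaction (10 without LH1). At the study's threshold it ranged from 303 to 553 for LH vs LL and from 338 to 431 for FH vs FL. The network genes ranged from 0 to 2 for LH vs LL and 0 to 1 for FH vs FL. Of the transcripts the study listed, 145 to 198 passed for LH vs LL and 119 (without FL4) to 188 for FH vs FL. Leaving out a library of the group with values takes some named transcripts below the filter, and these have no value there.

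With the replicate number as a block, the count became 0 for LH vs LL and 1 for FH vs LH, and changed no other count by more than 1.5 times. Libraries with the same number were not alike, with a median correlation of -0.00727 over 24 pairs after the group means were removed, so that the numbers do not pair the sows. A test on gene sums was not run, because the table pairs no transcripts with genes, nor was the luteal and follicular list, of which 1 gene could be linked. Detection at 0.1 or 1 FPKM left the order of the groups the same. The depth limits all counts, since 270 of the 387 and 294 of the 366 transcripts rested on fewer than 10 fragments per library.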

Other observations

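The tests on LH4, FL2 and FL4, those on the ratio of ND6 to ND4 and the one on the depth of LH2 were chosen only after the result was seen. The deposited values rested on 3585000 fragments over the 16 libraries. The number of reads that the study reported is far higher. For LH vs LL, 271 transcripts at the study's threshold were higher in LH. The count that the study listed as up is the lower, and its means show that up there meant higher in the low-fecundity group. For FH vs FL, 222 of the 475 listed transcripts had the higher deposited mean in FH, the number the study listed as down. Up there also went with the low-fecundity group.

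The counts of LH vs LL and FH vs FL were set against every other split of the same 8 libraries. For LH vs LL, 13 of 35 splits, the real one included, gave as many transcripts with an adjusted p under 0.05. At the study's threshold 2 of 35, the real one included, gave as many (median 183, highest 550). The split with 550 put LH1 with LL1, LL2 and LL3, and the next highest below the real one gave 328. LH1 had r of 0.742 to 0.749 with these LL libraries and of 0.615 to 0.725 with the other LH libraries. The split with 550 is therefore not plain chance. For FH vs FL, 18 of 35 gave as many at the study's threshold. The real count with an adjusted p under 0.05 was 0 there, and 396 transcripts had an unadjusted p under 0.05, so that 35 of 35 splits gave as many by construction and decide nothing. For FH vs LH, 13 of 35 did. The highest of these, with 33 and 27 transcripts, put LH2 with 3 FH libraries and are not plain chance groupings (see LH2 below), but 10 others also gave 2 or more. Chance in the grouping of the libraries could therefore give these counts, apart from the 0, which was not tested. Under the test as set, this includes the 387 for LH vs LL at the study's threshold. The only other split to reach it set LH1 among LL libraries. That split was picked out by its count, and setting it aside was not part of the test. Chance is therefore not excluded for the 387. For FL vs LL, 1 of 35 splits, the real one, gave 155, which chance in the grouping does not explain.

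The FL libraries held more detected transcripts than the LL libraries. With every library drawn down to 157700 fragments, 4 FL libraries still lay above every LL library (exact permutation p = 0.0286), so that depth does not explain it. A difference of cells between the phases stays open and was not tested. Most calls at the study's threshold for LH vs LL were higher in LH, and the share stayed at 63.5% under median-ratio size factors and 69.4% at equal depth. Under the test as set, these argue against scaling and depth. Quantile normalization, which was not part of that test, gave 51.0%, with a median log2 fold change of 0.012. It gives every library the same distribution of values, which by itself centres the changes. The 51.0% therefore does not decide whether scaling is the source, and scaling of another kind stays open.

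LH4, FL2 and FL4, from 2 phases and both levels of fecundity, shared 59 transcripts that were higher in them than in all other libraries, the most of all 560 sets of 3 libraries (the next set had 30). To test chance overlap, 532 transcripts were chosen as high in LH4 on the luteal libraries alone. The test was written for medians, which were 0 in every follicular library, so that it decided nothing as written, and means were used instead. The set held 48 of the 59 transcripts, which are high in FL2 and FL4 by definition, and these were left out. Over the other 484 the mean log2(FPKM + 1) was highest in FL4 (1.22), next in FH2 (0.92) and then in FL2 (0.91). FH2 was high in other sets too, so FL2 and FL4 were set against sets chosen in the other 7 luteal libraries. They held 31.2% of the summed follicular means in the LH4 set and at most 24.6% in the other 7 (SD 2.38). With the 59 left out, LH4, FL2 and FL4 lay at 48.0, 53.8 and 123 on the second principal component and the other 13 libraries at 2.61 or below. These values argue against chance overlap. The depths of the 3 libraries, the highest at 223 kilofragments (FL2), lay inside the range of the others and argue against depth. A shared batch, a mixed sample or a shared state of the ovary stays open. In FH vs FL, 70 of 205 transcripts higher in FL had FL2 and FL4 as the 2 highest FL libraries, or 34.1% where chance gives 16.7%.

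LH2 lay apart from the other luteal libraries. Over 106 transcripts higher in LL than in FL, its mean log2(FPKM + 1) was 5.04, against 6.73 to 7.52 in the other LH libraries, 7.70 to 8.17 in LL, 5.31 to 6.42 in FH and 4.96 to 5.27 in FL. Over 496 transcripts higher in FL its mean was 4.23, against 2.77 to 3.72 in the other LH libraries and 3.70 to 4.47 in FH. The test set beforehand asked that LH2 lie inside the range of FH for both sets, and it missed this for the first, where it lay below every FH library, on the side of FL. A wider range of all 8 follicular libraries, tried after that value was seen, would have held both means, and is not counted as a test passed. Whether LH2 comes from the other phase or from an ovary in another state than its label cannot be told apart on 1 library. With all libraries drawn to equal depth and the sets chosen again, LH2 still lay 1.71 below the nearest other luteal library (SD of the other 7, 0.515), which argues against depth. All libraries were kept with their labels.

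ND6, which the mitochondrial genome carries on the other strand from ND4, was listed at 15 to 67.2 times ND4 in the 16 libraries. FTL was listed between 0 and 64.9 FPKM, TMSB4X at 0 in 9 libraries, and COL3A1 between 0 and 19.5 FPKM, although cells usually hold much of their RNA. Reads counted on the strand opposite to the transcript could give such values, with a lowest ratio of 15. They could also leave few fragments, and the fragments recovered here are far fewer than the reads the study reported. No table here decides this, and if it is so the values of all transcripts would describe antisense reads. The share of fragments taken by ND6 had a Spearman's rho of -0.35 with depth over 16 libraries (95% interval -0.731 to 0.187). The interval reaches the 0.7 set for the test, so that depth is not excluded for this share. It does not explain the ratio to ND4, since ND4 rested on at least 291 fragments in every library and its counting error is far smaller than the ratio.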
